A study of Rattus norvegicus with 4 samples. Its data were reported in "Exploring hepatic hormone actions using a compilation of gene expression profiles" (2005).

How the data were processed

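Hepatic transcripts of male rats were compared on 2-colour cDNA microarrays 1 day after an injection of 17-α-ethinylestradiol, a synthetic estrogen, at 5 mg/kg body weight, or of vehicle. The rats were 3 months old. Each of the 4 arrays carried labelled RNA of 1 treated rat and of 1 control rat, and the labels give 8 different animals in all (4 treated rats and 4 control rats). The treated RNA was labelled with Cy5 on arrays 1 and 2 and with Cy3 on arrays 3 and 4, so that the dye orientation was balanced.

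According to the methods of the study, the authors quantified the spots with GenePix Pro, removed spots that were not seen or whose signal did not reach 2 times the background, subtracted the mean local background from the mean spot intensity, and normalized each array with the intensity-dependent lowess method of the SMA package for R. Software versions were not given in the sources used here. The deposited values are log2 ratios of the 2 channels, 1 per clone and array, with empty cells where a spot had been left out by the authors. Spot intensities and backgrounds were not analysed here, so that signal over background could not be set beside a ratio. The number of arrays and the spread between them are the only measures of precision. All 4 columns of the file were used.

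The sign of the deposited log2 ratios was checked in 2 ways. First, all pairs of arrays were correlated, since unturned dye swaps would correlate below 0 between orientations when treatment dominates. Second, the 40 treated-over-control ratios that the study lists for sex-biased genes were compared with the ratios of the tested clones, to within 0.005, under each of the possible signs and with means or medians over arrays. As a chance level, the same count was made after multiplying the 40 ratios by factors 4 to 10% above or below 1. The means of the log2 values as deposited gave a clone for 40 of the 40 ratios (chance level 26.6), including 15 of 15 ratios of at least 3 or at most its inverse (chance level 4.88). With the reversed arrays turned, 10 of the 40 and 0 of the 15 were found, and with all arrays turned 28 and 4. The values were therefore used as deposited, as treated over control, with the dye swaps already turned. This check rests on ratios that the study computed from these arrays and is no independent evidence of any change.

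The clones carry in-house identifiers, and neither the file nor the table of rat genes at hand pairs them with genes, accessions or genomic positions. No clone is therefore named as a gene here, and the matches of ratios above were not used to name any. The 32 lists of pathway genes and cell type markers fixed before the data were examined could not be tested. The counts below are counts of clones; several clones can represent 1 gene, and whether clones of related genes cross-hybridize is unknown. The rule for naming, fixed before the data were examined, allows at most 2 clones that rose and 2 that fell where no gene symbol is known. The 2 highest and the 2 lowest mean log2 ratios were taken among clones past the threshold with 1 sign on every array that measured them.

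Clones measured on at least 3 of the 4 arrays were tested, because the study kept only transcripts detected in a majority of the replicates. The mean log2 ratio was tested against 0 with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method over the 1500 clones tested. Clones with an adjusted p below 0.05 are called higher or lower. A second count added the limit of 1.5-fold (a log2 ratio of 0.58) that the study used. No covariate was fitted, and no normalization was added. An exact sign-flip test of a single clone over 4 arrays cannot give a two-sided p below 0.125, so that single clones rest on the variance that limma shares between clones. The study used SAM at a 5% false discovery rate, without naming its form in the sources used here. A one-class SAM, which fits ratios tested against 0, was written as an alternative over the 16 sign flips of the 4 arrays, with missing values left out per clone. Other alternatives were the number of arrays required, median centring and scaling of the arrays, a dye term, robust variance moderation, a threshold of 0.01, medians in place of means for the 1.5-fold limit, and leaving out each array in turn. Array weights were added as an alternative after the data had been seen.

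The procedure was tested on simulated data: 20 data sets with the real pattern of missing values and the moderated variances of the 1500 clones, in which 200 clones were changed. limma recovered 55.5% of the clones changed by 0.58 on the log2 scale, 98.2% of those changed by 1, 99.9% of those changed by 2 and 100% of those changed by 4, and 5.61% of its calls were false. SAM recovered 15.7%, 72.1%, 99.9% and 100% of the same sizes, with 1.46% false calls. These simulated variances are less scattered than those of the arrays. SAM was the stricter test in the simulation, but on the arrays it called more clones than limma. It called 186 higher and 240 lower there, against 154 and 187. The simulated shares may therefore not hold for the arrays. Permutation tests and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.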

Results

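The data set comprised 4 hybridizations, each of hepatic RNA from 1 ethinylestradiol-treated and 1 vehicle-treated male rat, on a cDNA microarray of 6240 clones. A ratio was present for 2144 clones on array 1, 1698 on array 2, 1143 on array 3 and 1940 on array 4, that is for 34.4%, 27.2%, 18.3% and 31.1% of the clones. Array 3 thus held the fewest measured clones. Of all clones, 3572 had no ratio on any array, 665 had a ratio on 1 array, 503 on 2 arrays, 746 on 3 arrays and 754 on all 4. The 1500 clones with a ratio on at least 3 arrays were tested. The median log2 ratio of an array lay between -0.011 and 0.0052, and the standard deviation between 0.701 and 0.848.

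The first question was whether independent pairs of rats gave the same expression changes. They did so across clones: the log2 ratios of each pair of arrays were positively correlated, with Pearson coefficients from 0.648 (arrays 1 and 4, 1641 clones) to 0.784 (arrays 1 and 2, 1405 clones) and Spearman coefficients from 0.544 to 0.695. These coefficients are across clones, which are not independent replicates. The pair of arrays with treated RNA in Cy5 gave the highest coefficient, whereas the pair with treated RNA in Cy3 gave 0.65 (1025 clones), within the range of 0.648 to 0.744 for arrays of opposite orientation. The means of the 2 orientations were correlated with a Pearson coefficient of 0.752 and a Spearman coefficient of 0.674 over the 1500 clones.

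The main comparison asked which hepatic transcripts were altered in male rats 1 day after ethinylestradiol. Of the 1500 clones tested, 154 (10.3%) were higher and 187 (12.5%) were lower in treated rats, with an adjusted p below 0.05 in limma. The middle clone among those that rose had a mean log2 ratio of 0.78 (quartiles 0.65 and 1.21), and among those that fell it was -0.88 (quartiles -1.33 and -0.71). With the additional limit of 1.5-fold, 131 clones were higher and 164 lower. Changes of at least 2-fold were found for 48 clones that rose and 75 that fell, and mean log2 ratios beyond 2 in either direction for 7 that rose and 21 that fell. The median log2 ratio of all tested clones was -0.0071, and the median standard deviation of a clone between arrays was 0.288. At an unadjusted p below 0.05, 586 clones differed from 0. The counts fell most without array 1 (69 clones higher and 110 lower) or array 2 (60 and 90). Without array 3 they were 129 and 135, and without array 4 they were 144 and 193. These fits are not alike, since array 3 measured only 1020 of the 1500 tested clones. Leaving out array 4 kept clones that array 3 missed on arrays 1 and 2 alone, which share 1 dye orientation. The counts therefore do not rank the arrays by their influence.

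**Figure D1:**
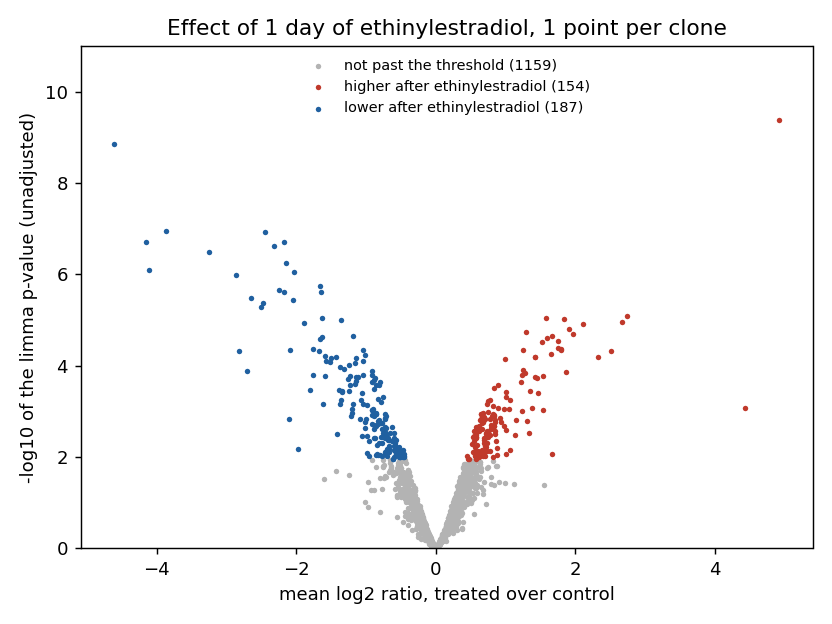
Mean log2 ratio of treated over control rats (x axis) against the -log10 of the unadjusted limma p-value (y axis) for the 1500 clones tested, 1 point per clone. The 154 clones called higher are red, the 187 called lower are blue, and the 1159 that did not pass the threshold are grey.

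Among the clones that rose, RNABU82 had the highest mean over all arrays. Its mean log2 ratio was 4.93 ± 0.212 (SD, n = 4), a 30.4-fold higher level in treated rats, with values from 4.61 to 5.07 on single arrays and a limma adjusted p of 6.33e-07. The clone RNABA73 came next, with a mean of 4.43 ± 2.58 (SD, n = 3) and a limma adjusted p of 0.0104. Array 4 set the size of this mean: the log2 ratio was 7.34 there, 2.40 on array 1 and 3.55 on array 2, and without array 4 the mean was 2.98. Without array 1 it was 5.45, and with the dye term 5.16, above the 4.89 and 4.93 of RNABU82 in the same fits. The lowest ratio was that of the clone RGIAP58, at -4.61 ± 0.291 (SD, n = 4), a 24.5-fold lower level with a limma adjusted p of 1.04e-06. The clone RNAB20 followed at -4.15 ± 0.743 (SD, n = 4), a 17.7-fold lower level with a limma adjusted p of 5.02e-05. Its place was close to that of the clone RGIAI10, which is named after its values were seen and had a mean of -4.11 (n = 3): RGIAI10 was the lower of the pair with the dye term (-4.30 against -4.15), without array 3 (-4.26 against -4.21) and, narrowly, with array weights (-4.254 against -4.252), an alternative chosen after seeing the data. The genes that these clones represent are not known here.

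The direction of the ratios was also compared between rats over all tested clones, whether called or not. Of the 754 clones measured on 4 arrays, 379 (50.3%) had 1 sign on every array, against the 12.5% that clones with no effect would give. Of the 746 measured on 3 arrays, 391 (52.4%) had 1 sign, against 25%. Among the 341 called clones 337 had 1 sign, but the call itself selects for this. Only 6 clones with a mean change of at least 2-fold failed the threshold.

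Arrays with opposite orientation shared the treatment but not the labelling, so that a dye effect could be fitted. The 2 orientations also held different rats. A fitted dye effect therefore cannot be told apart from a difference between these rats. Over all 1500 tested clones, the means of the 2 orientations had the same sign for 1108 (73.9%). In limma, a dye effect fitted beside the treatment passed the adjusted threshold of 0.05 for 12 clones (159 at an unadjusted p below 0.05). Of these 12 clones, 4 were among the 341 called in the main fit, which had no dye effect. How many of the 12 were called for the treatment in the fit with the dye effect was not counted. A fitted effect of at least 2-fold was found for 136 clones with the treatment and for 10 clones with the dye. With this dye term, limma called 249 clones higher and 255 lower for the treatment, and all 341 clones called without it were among them.

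**Figure D2:**
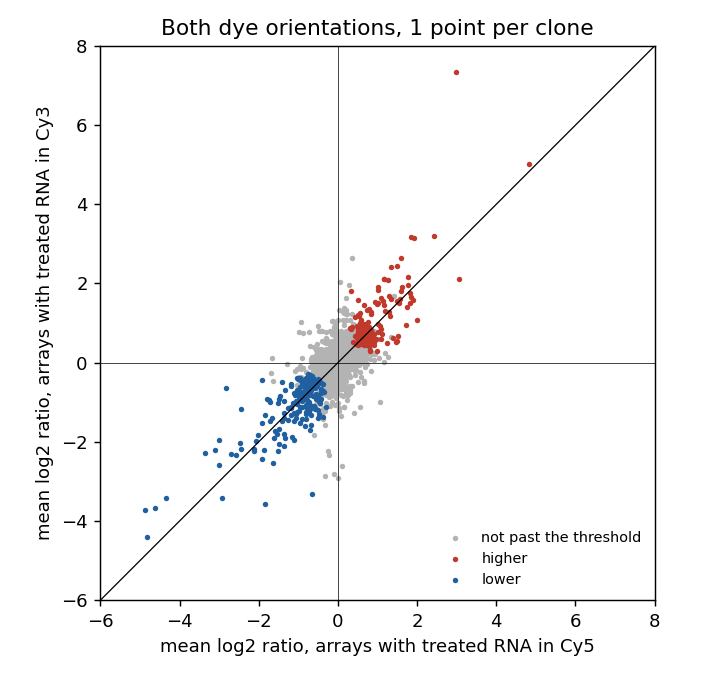
Mean log2 ratio of the arrays with treated RNA in Cy5 (x axis) and of the arrays with treated RNA in Cy3 (y axis), 1 point per tested clone, with the line of equal values. The 154 clones called higher (red) and the 187 called lower (blue) lie at the upper right and lower left, where the call itself puts them, and the clones that were not called are grey; over all points the Pearson coefficient was 0.752.

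The share of clones called differed with the number of arrays that measured them. Of the clones measured on all 4 arrays, 27.7% were called, against 17.7% of those measured on 3 arrays, and the median absolute log2 ratio was 0.348 and 0.286, respectively. The smallest mean log2 ratio that was called was 0.451 in absolute value. The main test left out the 1168 clones measured on only 1 or 2 arrays. When the 503 clones measured on 2 arrays were added to the test, 17 of them were called higher and 24 lower, while the calls among the 1500 clones fell to 127 higher and 147 lower.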

Values the study reported

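The study asked whether estrogen feminizes the male liver. By its count, 27% of the genes with higher expression in females went up with ethinylestradiol in males, and an equal share, 27%, of those with higher expression in males went down. Shifts away from the female pattern were rare, at under 7% of the sex-biased genes. Among female-predominant genes, it listed treated-over-control ratios of 5.72 for cytochrome P450 2c39, 3.93, 3.39 and 3.13 for clones of hydroxysteroid sulfotransferase, which conjugates steroids and bile acids, 4.34 for peroxiredoxin 3, and 1.74 for Cyp2c12, the female-specific steroid hydroxylase. Among male-predominant genes, the ratio was 0.06 for carbonic anhydrase III, 0.39 for the testosterone hydroxylase CYP3A2 and 0.35 for peroxisomal phytanoyl-CoA hydroxylase. Lipogenic and glycolytic enzymes of this group were also lower, with ratios of 0.34 for fatty acid synthase, 0.32 for ATP citrate-lyase and 0.48 for L-type pyruvate kinase. Apolipoprotein A-IV was listed at 0.53. The male-predominant 11-beta hydroxysteroid dehydrogenase type 1 went the other way, at 3.17. Female-predominant genes that were lower after treatment included glutathione reductase at 0.43 and glutathione peroxidase I at 0.56, neither of which was the lowest ratio listed in that group. The male-predominant genes that were lower also included alpha and beta globin entries.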

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

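Array weights were the only alternative chosen after seeing the data. Over 14 alternatives, 40 of 56 counts stayed within 1.5 times their value. With medians for the 1.5-fold limit, the 154 higher and 187 lower clones equal the main counts by construction. The 4 named clones were refitted in every alternative except SAM, the threshold of 0.01 and the median limit. All 43 values kept their direction and a limma adjusted p below 0.05 (highest 0.039). RNABA73, with a limma adjusted p of 0.0104 in the main test, did not pass the threshold of 0.01. Measured on 3 arrays, it was not tested where all 4 arrays were required. With a threshold of 0.01, 42 clones were higher and 78 lower, all of them also beyond 1.5-fold. Among the 754 clones measured on all 4 arrays, fewer clones were tested, and 96 were higher and 123 lower (72 and 99 beyond 1.5-fold). Requiring only 2 arrays raised the clones tested to 2003, of which 144 were higher and 171 lower (127 and 147 of them shared with the main test). Leaving out each array in turn gave 60 to 144 higher and 90 to 193 lower clones, and 60 to 129 and 90 to 185 beyond 1.5-fold. The low ends came without array 2 (150 clones in all, 148 of them among the 341); without array 1, 179 were called, 173 of them among the 341. The dye term raised the higher clones to 249. The variance that limma shares between clones had 12.7 degrees of freedom in that fit, against 5.15 in the main fit. Its SD was similar (0.316 and 0.324). The extra calls are thus not by themselves a measure of dye noise removed, and their cause was not tested. One-class SAM called 186 higher and 240 lower clones, including all 341. The share of lower among called clones was 54.8%, 50.6% with the dye term, 50.9% with array weights and 65.0% at the threshold of 0.01, while centring and scaling moved it by less than 1 percentage point. Averaging probes per gene and the gene list alternatives were not run, because no clone has a gene name here. Each ratio is a difference within a pair of rats, so that the main test is itself paired, and no unpaired test was made. Signal over background could not be examined.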

Other observations

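The sign patterns of the arrays were chosen as a test after the result was seen. The real orientation gave 341 called clones, and the highest of the other 7 ways of turning the 4 arrays gave 2. Only 1 of the 8 patterns reached the real count, but 8 patterns are too few for a share under 0.05. Turned arrays still carry the shared changes with opposite signs, which shrinks the means and widens the spread of each clone. Low counts thus follow from the agreement between arrays and do not measure the number of false calls.

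In the comparison of blocks that follows, the rank correlation, the correlations without the 2 most distant blocks and over uncalled clones, the test of single blocks and the simulation had no bound set beforehand.

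Called clones were unevenly spread over the blocks of the identifier, that is the clones that share all but the last 2 digits. Over 56 blocks with at least 10 tested clones (1447 clones), 144 clones were called higher and 178 lower. Their unevenness was a summed chi-square of 129, against a mean of 97.8 after permuting clones between blocks (permutation p = 0.0139, 100000 permutations). The permutation takes clones as independent, although clones with consecutive numbers had correlated mean log2 ratios. This p and those of the later permutations of clones between blocks can therefore be too small. In the block RNABK, 13 of 54 clones were higher and 3 lower. In the block RNAB, 0 of 26 clones were higher and 9 lower. Smaller blocks had larger shares, with 4 of 13 clones higher in RNABF and 6 of 15 lower in RNABX. All these blocks are named after their values were seen. A dye-linked artifact of printing or plates would turn over with the dyes, but the block medians of the 2 orientations correlated with a Pearson coefficient of 0.597 across blocks (permutation p = 1e-05, the smallest that the permutations can give; Spearman 0.513, permutation p = 5e-05; Pearson 0.501 without the 2 most distant blocks). Called clones, which agree between orientations by selection, add to this value, and over the 1125 uncalled clones alone it was 0.309 (permutation p = 0.02). A dye effect could also add or hide calls, so the calls were repeated with a dye term for each clone: the 238 higher and 242 lower calls in these blocks were again uneven (summed chi-square 157.5 against a permuted mean of 91.8, permutation p = 2e-05). These values argue against the dyes as the cause of the pattern as a whole. In the same fit, in which an additive dye effect cancels, 21 of 54 clones were higher in RNABK (exact hypergeometric p = 0.00517). In RNAB, 12 of 26 were lower (exact hypergeometric p = 0.044). Each p was multiplied by 112 for 56 blocks and 2 directions, in a test chosen after the result was seen. The test takes clones as independent, although mean log2 ratios of clones with consecutive numbers were correlated. Calls in RNABK and RNAB were thus also frequent in a fit from which an additive dye effect is removed by construction. Whether such an effect added to the main calls there was not tested. Whether either block exceeded the other blocks in the main calls was not tested. The size in RNABK still differed between orientations, with a median of 0.056 on the arrays with treated RNA in Cy5 and 0.557 on those with treated RNA in Cy3 (in RNAB -0.327 and -0.236), and why was not tested. Whether whole blocks shifted or only the changed clones were unevenly placed stays open. Subtracting block medians ended the unevenness (permutation p = 0.821), but it also did so in all 100 simulated data sets in which only the called clones were unevenly placed. The block medians of the 1125 clones that were not called spread more than after permutation (SD 0.135 against 0.107, permutation p = 0.0015). However, the bound set for this test beforehand was wrong, because these clones still hold changes. Of all tested clones, 586 had an unadjusted limma p below 0.05, against 341 called. In the simulation, which may not represent the arrays, limma recovered 55.5% of changes of 0.58. Clones with consecutive numbers had correlated mean log2 ratios (Pearson 0.184 over 492 pairs, 0.0534 after shuffling numbers within blocks, permutation p = 0.00309). Related or repeated clones lying next to each other could give this, and so could a local effect of position. The neighbour test used the main fit only, in which a dye effect does not cancel for clones measured on 3 arrays. A local effect linked to the dyes is therefore not excluded here. These explanations cannot be separated without clone sequences or print positions, and no biological explanation was tested.

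Clones measured on all 4 arrays were called more often than clones measured on 3. When 1 value of each 4-array clone was removed in the pattern of the 3-array clones (100 draws), a median of 22.6% was still called (range 19.5 to 25.7%), which lies above the 17.7% of the 3-array clones. A missing array is thus unlikely to be the whole reason. Whether brighter spots have larger or more precise ratios was not tested, because intensities were not used.

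Of the 503 clones with ratios on only 2 arrays, 6 were at least 2-fold higher and 16 at least 2-fold lower on both. The widest spread between rats among the clones measured on all 4 arrays was that of RNABH38, singled out after its values were seen. Its log2 ratio was 2.92 on array 2 and 3.76 on array 4, but -0.061 on array 1 and -0.38 on array 3, so that it did not pass the threshold (limma adjusted p = 0.115) and the difference does not follow the dye.

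The ratios that the study lists for these arrays are described in its legend as medians. Geometric means of the deposited values gave a clone with the same ratio, to within 0.005, for 40 of the 40 listed ratios, whereas medians did so for 32 (chance levels 26.6 and 27.5). For the 15 largest and smallest ratios the counts were 15 with means and 8 with medians (chance levels 4.88 and 5.62). The choice matters for single clones: on 3 or 4 arrays, a mean follows 1 extreme array, as it does for RNABA73.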
